A study of Mus musculus with 6 samples. Its data were reported in "The m5C reader Ybx1 regulates embryonic cortical neurogenesis by promoting progenitor cell cycle progression" (2025).

How the data were processed

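RNA sequencing was compared between the cortex of WT and Ybx1 cKO embryos at E13.5, with 3 libraries per genotype. Genotype and replicate number were taken from the sample titles. The authors extracted total RNA with Trizol, prepared mRNA libraries and sequenced them on a DNBSEQ platform. Their aligner, counting tool, genome build and gene annotation are not stated, nor is it stated whether counting used strand. Genes that overlap, lie antisense to each other or have near-identical copies are therefore uncertain. The authors deposited 1 table of 17348 genes with an Entrez identifier and symbol per row. Its estimated counts were deposited by the authors without normalisation for depth, and 10.9% of the values were not whole numbers. The TPM values were deposited by the authors as transcript shares scaled to the same sum in each library, and the FPKM values were deposited by the authors scaled for transcript length and depth. The estimated counts were the basis of all main results, TPM was used for 1 alternative, and FPKM was not used in any test. Another 6 columns of group averages were not used. Xist and mitochondrially encoded genes were not analysed here. No coordinates are given because the build is not stated. The order of neighbouring genes was taken from RefSeq genes of GRCm38.p6, in which 99.7% of the Entrez identifiers were found.

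Estimated counts were rounded to whole numbers. Library totals were between 15907486 and 16282921 counts, and genes were kept by filterByExpr of edgeR (minimum count 10, minimum total count 15), which left 13340. TMM factors lay between 0.987 and 1.03. The main model was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3) with genotype as the only term. The common dispersion was 0.0169 and the prior degrees of freedom were 3.92. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Values per library are TMM-normalised counts per library total (CPM), and 0 counts allow up to 3 counts of the library total, 0.181 to 0.188 CPM. With 3 against 3 libraries there are 10 splits, and an exact two-sided permutation test of a single value cannot go below 0.1.

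Gene sets were written before the data were examined and tested with camera (limma 3.58.1, two-sided) on log2 CPM with a prior count of 2 and a preset correlation of 0.01. The 10 sets held genes of radial glia, intermediate progenitors, cortical neurons, S phase, G2/M phase, ribosomal proteins, p53 targets, interneurons, erythroid cells, and meninges or choroid plexus. The genes named were fixed before the data were examined, when the study's supplementary list had been read: Ybx1, the 5 follow-up transcripts, the paralogs Ybx2 and Ybx3, Actb, the genes of the stained proteins, Cdkn1a, Ccnd1, the Y-linked genes, and genes with an adjusted p-value under 0.05 where there were 12 or fewer. Of the follow-up transcripts, 1 enters the counts and is not reported singly here. Other genes are named as chosen after their values were seen.

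The alternatives fixed before the data were examined were RLE and upper-quartile factors, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, edgeR's exact test, the replicate number as a block, a GC correction, both together, each library left out in turn, and removal of the erythroid list or of Y-linked genes. For sets, an estimated correlation, fry and a reduced ribosomal protein set were added. The GC correction used a loess curve of log2 deviations on transcript GC content (span 0.3, GENCODE M21) in each library, with GC content for 98.1% of tested genes. Chosen after the data were examined were robust empirical Bayes, limma-voom with quality weights, limma on log2(TPM + 1), and leaving out both the library labelled WT replicate 2 and cKO replicate 3. The series description speaks of 3 batches of sequencing without saying which libraries each holds, so whether a batch is shared by libraries of the same number is unknown.

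The test of single genes and the test of gene sets were tested on simulated data. Counts of 13340 genes were drawn from the real means, the real library sizes and the trend of dispersion over abundance. For single genes, 200 were changed by a known amount. The spread of single genes around that trend was not simulated, nor were differences between libraries shared by many genes. Recovery in the real libraries may therefore be lower. Recovery was 52.0% at a 1.5-fold change, 82.5% at 2-fold and 95.5% at 4-fold. Of 10 simulated gene sets, 0 were called with no change and 1 was called when 1 was shifted. Without differences shared by many genes, the set simulation cannot show how often sets are called falsely in the real libraries. There, 10 of the 10 splits of the libraries gave at least the 2 called sets of the genotypes.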

Results

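To examine which transcripts depend on the RNA-binding protein Ybx1 at the start of cortical neurogenesis, RNA was sequenced from the cortex of E13.5 mouse embryos with a conditional deletion of Ybx1 (cKO) and from wild-type embryos (WT). The conditional deletion removes a floxed part of the gene where the Nestin-Cre transgene is active, that is, in neural progenitors and their progeny. There were 3 libraries per genotype, and they held between 15907486 (cKO replicate 1) and 16282921 (WT replicate 2) estimated counts. Counts were found for 15677 to 16296 of the 17348 genes listed, and cKO replicate 3 had the largest number of detected genes. The 10 most abundant genes took between 3.31% and 3.67% of the counts of a library. Spearman correlations of log2 values between pairs of libraries lay between 0.986 and 0.997. No pair of libraries was a duplicate, since at most 1.66% of the tested genes had equal counts in 2 libraries.

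The deleted gene was measured first in every library. Ybx1 (Entrez gene 22608) reached 1021 and 1219 CPM (normalised counts scaled to a common library total) in WT replicates 1 and 3, and 83.0, 117 and 146 in cKO replicates 1, 2 and 3. The library labelled WT replicate 2 gave 528 CPM, which lay between the other WT libraries and the cKO libraries. That library goes partly against its label, and every direction below that rests on the WT mean includes it. The WT mean was 923 ± 356 CPM (SD, n = 3) and the cKO mean was 115 ± 31.7 (SD, n = 3), so the cKO libraries kept 12.5% of the WT level. Counts per gene do not separate the deleted exons from the remaining ones, or cells with Cre from cells without. The share is therefore not a measure of intact transcript left in recombined cells. All 3 cKO libraries lay below all 3 WT libraries. The log2 fold change was -3.00 (standard error 0.33), with an adjusted p-value of 0.128 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13340 genes. Ybx1 ranked 2 of all tested genes by p-value, although it did not pass the threshold of 0.05. Leaving out the library labelled WT replicate 2 changed this call, with a log2 fold change of -3.28 and an adjusted p-value of 0.0206 in the same edgeR test. Over all 22 alternative fits, the adjusted p-value of Ybx1 ranged from 5.19e-15 to 0.953, the lowest being that of edgeR's exact test.

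The comparison of genotypes across the transcriptome asked which transcripts rise and which fall when Ybx1 is deleted. In the edgeR quasi-likelihood fit, 0 genes were higher and 0 genes were lower in cKO at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05, 234 genes were higher and 242 genes were lower, 476 in all, whereas 667 would be found by chance alone among 13340 tests. The lowest adjusted p-value of this test was 0.0953, for Sst. The alternative with the largest total of unadjusted calls was limma-voom with quality weights, chosen after the data were examined. It gave 648 higher and 656 lower genes, 1304 in all. Single libraries moved these counts too. Without WT replicate 3, 121 genes were higher and 118 lower, and without cKO replicate 1, 571 genes were higher and 482 lower. Without the library labelled WT replicate 2, 1 gene was higher and 1 was lower at an adjusted p-value under 0.05 (Tmem269, chosen after its values were seen, and Ybx1). In counts simulated from the means and the dispersion trend of these libraries, the same test recovered 104 of 200 genes changed 1.5-fold. It recovered 165 of 200 genes changed 2-fold among 13340 genes, and false calls numbered 1 and 4 in turn. The simulation left out the spread of single genes around the trend and differences shared by many genes. Recovery in the real libraries may therefore be lower.

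**Figure D1:**
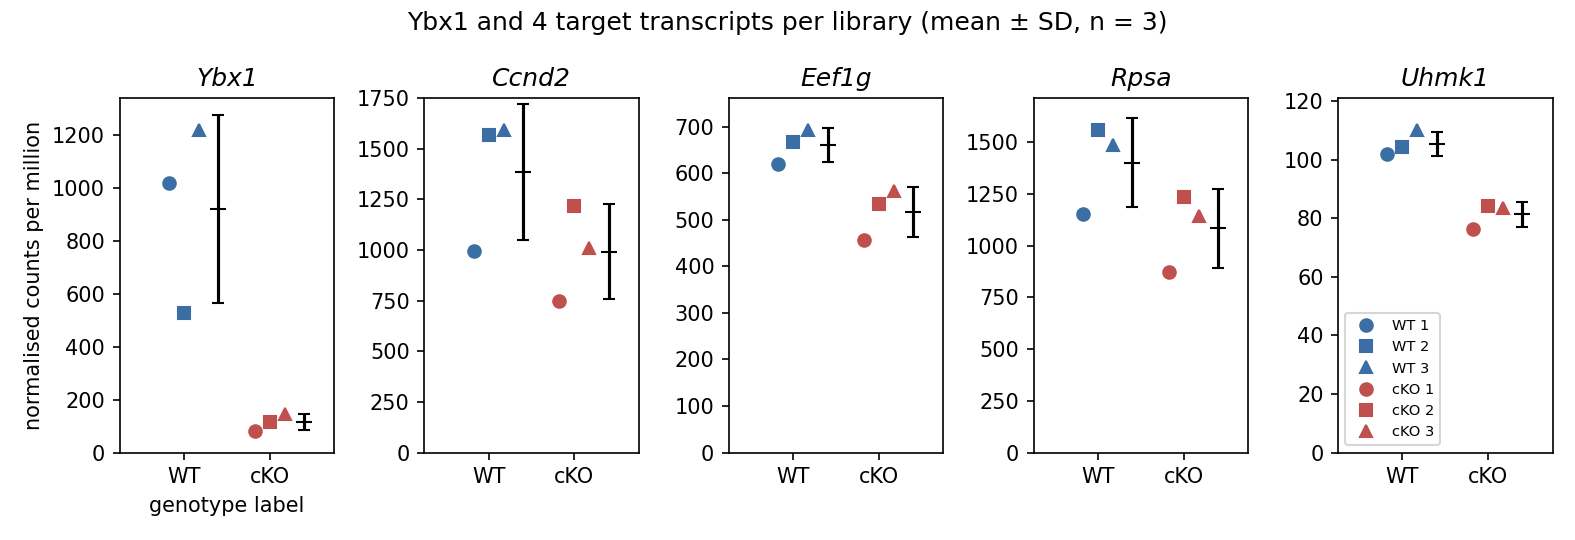
Normalised CPM of Ybx1 and 4 follow-up transcripts, with 1 point per library and the mean and SD of each genotype (n = 3) in black. Ybx1 in the library labelled WT replicate 2 lies at 528, between the other WT libraries and the cKO libraries, while Eef1g and Uhmk1 are the 2 of these follow-up transcripts whose genotypes do not overlap.

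The study followed up 5 transcripts as targets of Ybx1, and whether their abundance fell in cKO was tested next. The 4 reported singly here, Ccnd2, Eef1g, Rpsa and Uhmk1, had negative fold changes. Uhmk1 fell from 105 ± 4.21 CPM in WT to 81.4 ± 4.27 in cKO (SD, n = 3 each), a log2 fold change of -0.37 (standard error 0.07). Eef1g fell from 660 ± 36.4 to 517 ± 54.4 CPM, a log2 fold change of -0.35 (standard error 0.10). For both, every cKO library lay below every WT library. Full separation in either direction is found in 10% of genes by chance with 3 against 3 libraries. Ccnd2 had a log2 fold change of -0.48 (standard error 0.22) and Rpsa of -0.37 (standard error 0.16), and their genotypes overlapped. For both, each cKO library lay below the WT library of the same replicate number. Adjusted over the list alone, 2 of the 5 were lower in cKO in the edgeR test, with adjusted p-values of 0.00313 for Uhmk1 and 0.0177 for Eef1g. The values adjusted over the list alone were 0.0612 for Rpsa and 0.0626 for Ccnd2. Adjusted over all genes tested, 0 of the 5 passed, each with an adjusted p-value of 0.99995. With the replicate number as a block, 5 of the 5 passed over the list alone. Whether libraries of the same number belong together is unknown. The study chose these transcripts partly on these same libraries, so the count over the list is not independent evidence. It also reports lower RT-qPCR levels of these transcripts in cKO cortex and faster decay in cultured cKO cells. Neither assay is part of these data. The count over the list depended on single libraries, since it was 5 without WT replicate 1 or without cKO replicate 2. It was 1 without the library labelled WT replicate 2 or without WT replicate 3. Rpsa has processed pseudogenes, and the authors' counting could split reads between them and the parent gene, so its level is uncertain to that extent.

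For the proteins stained in the study, the transcripts differed by less than the spread between replicates. Log2 fold changes in cKO were 0.08 for Pax6 (standard error 0.12), -0.14 for Eomes (0.13), which encodes Tbr2, -0.06 for Tbr1 (0.13), -0.07 for Bcl11b (0.13) and -0.17 for Mki67 (0.18). The cell cycle genes Ccnd1 and Cdkn1a had log2 fold changes of 0.14 and -0.02. The paralogs Ybx2 and Ybx3 changed by -0.06 and 0.02, and the control transcript Actb by 0.04. All 10 of these genes had an adjusted p-value of 0.99995 in the edgeR test. The signs of Pax6, Tbr1, Bcl11b, Mki67, Ccnd1, Cdkn1a, Ybx2 and Ybx3 changed when single libraries were left out, so no direction is given for them.

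To ask whether progenitor, neuron, cell cycle or ribosomal transcripts moved together, 10 gene sets were tested with limma's camera at a preset inter-gene correlation of 0.01, and 2 had an adjusted p-value under 0.05. The interneuron set was higher in cKO (15 genes tested, 14 of them higher, median log2 fold change 0.37, adjusted p-value 1.15e-09). The set of G2/M phase genes was lower (54 genes, 41 of them lower, median -0.04, adjusted p-value 0.0332). Neither call held with an estimated correlation or under fry, where 0 of the 10 sets had an adjusted p-value under 0.05. The adjusted p-values of the interneuron set were 0.281 and 0.174 in those tests, and its unadjusted values were 0.0281 and 0.0174. The G2/M phase call was lost without the library labelled WT replicate 2, without WT replicate 3 and without cKO replicate 1, and the median turned to 0.08 in the last. The number of sets called ranged from 1 without WT replicate 3 to 7 without WT replicate 1. The remaining sets had adjusted camera p-values of 0.0673 for ribosomal proteins (median -0.04) and cortical neurons (median -0.09), 0.115 for the erythroid set (median 0.16), 0.149 for the meninges or choroid plexus set, 0.233 for intermediate progenitors (median -0.06), 0.454 for radial glia (median -0.04) and S phase (median -0.02), and 0.896 for p53 targets (median 0.10). Some of these sets passed when 1 library was left out. Adjusted camera p-values were 2.73e-13 for ribosomal proteins without WT replicate 1 and 1.78e-05 for cortical neurons without cKO replicate 1. The erythroid set had 0.000564 without cKO replicate 3. Without WT replicate 3, none of these sets passed. The meninges or choroid plexus set rested on 1 library. Its median lay 4.30 log2 units above the WT mean in cKO replicate 3, against -0.15 and 0.25 in cKO replicates 1 and 2.

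**Figure D2:**
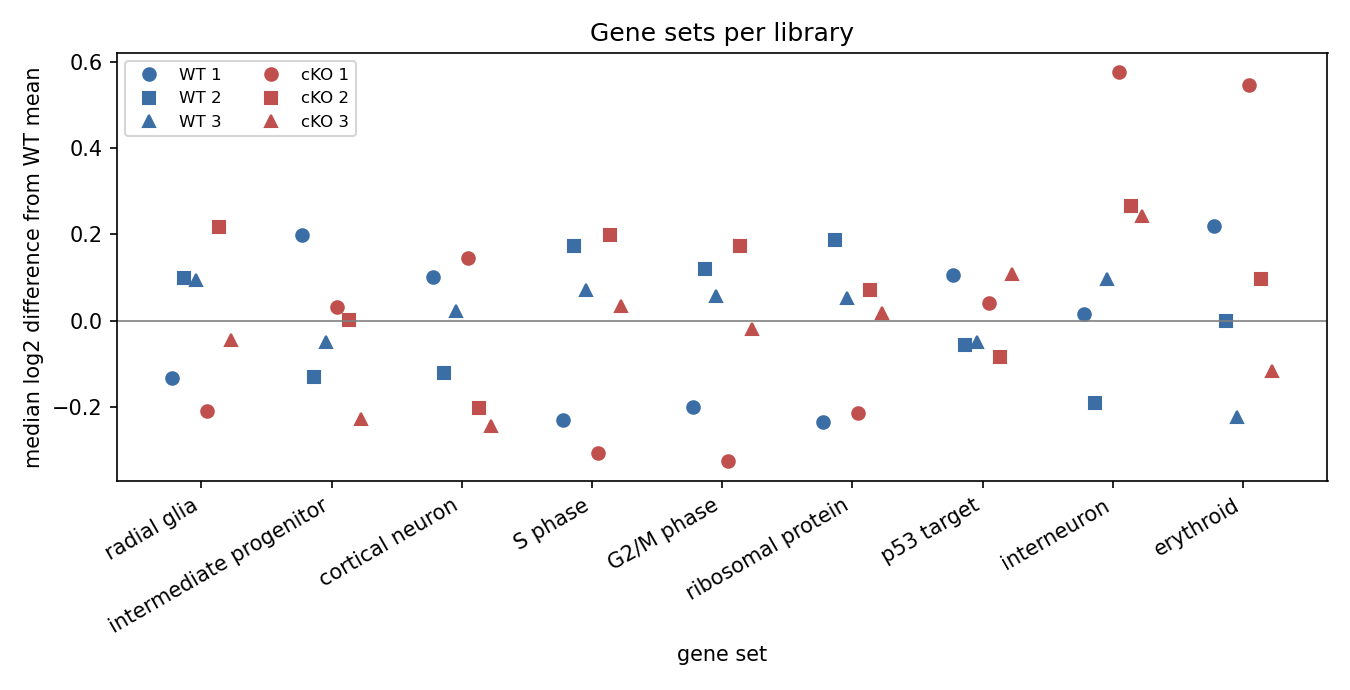
Median log2 difference from the WT mean over the genes of each set, with 1 point per library (blue WT, red cKO, symbols for replicates). The 3 cKO libraries lie above the 3 WT libraries for the interneuron set, at 0.58, 0.27 and 0.24, whereas WT replicate 1 and cKO replicate 1 lie together at the low end of the S phase, G2/M phase and ribosomal protein sets. The meninges or choroid plexus set is not drawn because of its value of 4.30 in cKO replicate 3.

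The libraries also differed in ways that genotype did not explain. The Y-linked gene Ddx3y gave 55.2, 73.5 and 72.5 CPM in WT replicate 1, cKO replicate 1 and cKO replicate 3, and 0 counts in the other 3 libraries, which allows up to 0.188 CPM. Eif2s3y and Kdm5d followed the same pattern, and Uty gave 37.7, 43.5 and 41.1 CPM in the same libraries against 0.68, 1.12 and 1.38 in the others. The next genes were chosen after their values were seen. Keratin and collagen transcripts set cKO replicate 3 apart, with 2153 counts of Krt5, 823 of Krt14 and 2995 of Col3a1. Krt5 had at most 1 count in each of the other 5 libraries, and Col3a1 had at most 72. Genes beside Ybx1 set the library labelled WT replicate 2 apart. Tmem269 gave 8.79 CPM there, against 1.44 and 1.06 in WT replicates 1 and 3 and 18.96, 15.05 and 15.29 in the cKO libraries. Cldn19 and Ermap, at 4.52 and 2.11 CPM in that library, also lay between the other WT libraries and the cKO libraries. Cldn19 reached 4.63 CPM in cKO replicate 3, so the gap to cKO was small for that gene. Intervals and limits here cover counting error alone, as reads without molecular identifiers are not independent molecules.

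**Figure D3:**
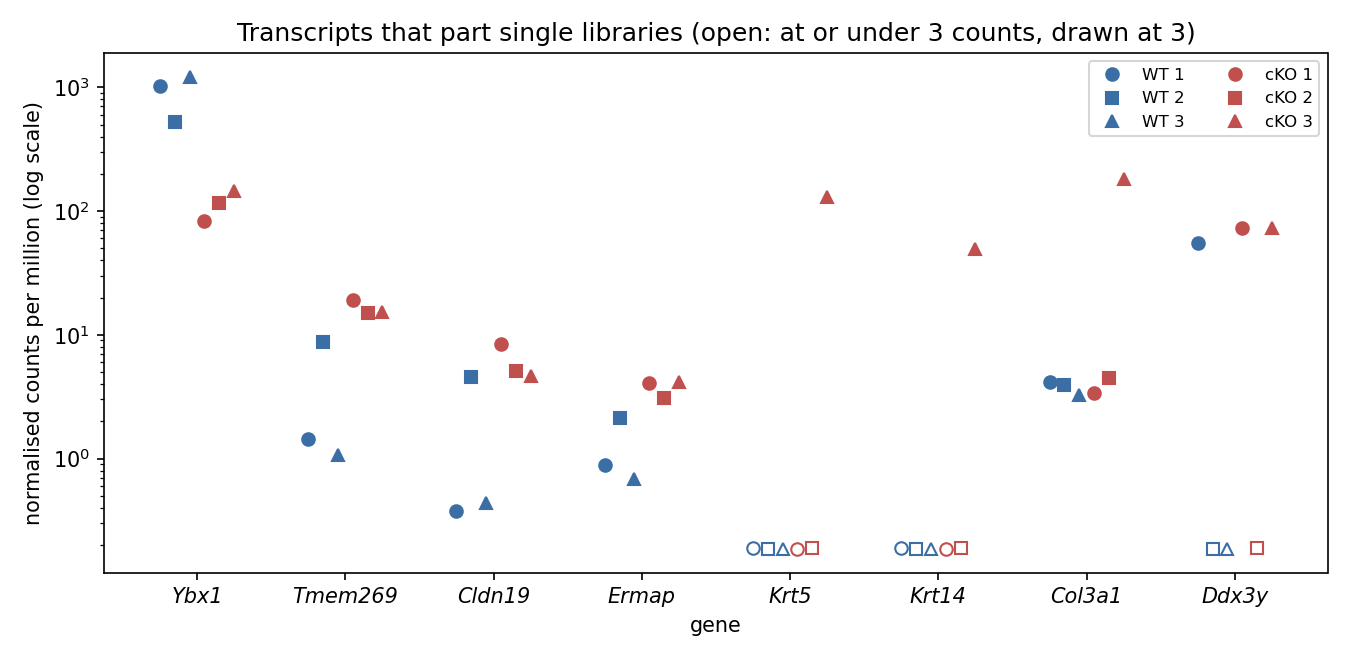
Normalised CPM on a log axis for 8 transcripts, with 1 point per library. Open symbols mark libraries at or under 3 counts and are drawn at 3 counts. Ybx1, Tmem269, Cldn19 and Ermap place the library labelled WT replicate 2 between the other WT libraries and the cKO libraries, Krt5, Krt14 and Col3a1 are high in cKO replicate 3, and Ddx3y is present in 3 of the 6 libraries.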

Values the study reported

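For the E13.5 cortex of Ybx1 cKO embryos, the study counted 215 genes as downregulated and 161 as upregulated against its controls.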

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

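Ybx1 was lower in cKO in all 22 alternative fits, with log2 fold changes between -3.49 and -2.75, and its adjusted p-value was under 0.05 in 8 of them. DESeq2 gave -3.00 (adjusted p-value 5.46e-10), edgeR's exact test -3.00 (5.19e-15), the GC correction -3.02 (0.0364), limma-voom with quality weights -3.10 (0.0168), and leaving out both the library labelled WT replicate 2 and cKO replicate 3 gave -3.49 (0.0188). Across the 6 fits that each left out one library it ranged from -3.28 without the library labelled WT replicate 2 to -2.75 without WT replicate 3. Leaving out that WT library removes the WT value nearest to cKO, which lowers the spread within WT. For the other alternatives the cause was not tested.

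Across the 22 alternatives, the number of genes with an adjusted p-value under 0.05 stayed between 0 and 2 in each direction. It was 2 higher and 2 lower with DESeq2, 2 higher and 1 lower with edgeR's exact test and with limma-voom with quality weights, and 1 higher and 1 lower with the GC correction and with both libraries left out. Leaving out one library in the edgeR test gave from 0 to 1 gene higher and from 0 to 1 gene lower. DESeq2 without single WT libraries, which is not among the 22, called from 3 to 5 genes outside the Ybx1 region. Besides Ybx1, the genes called in any alternative were Sst in 6, Dynlt1b in 4, Tmem269 in 2 and Eef2 in 1 of the 22, all chosen after their values were seen. The counts at an unadjusted p-value under 0.05 moved more. Higher genes numbered 390 with no filter, 148 with DESeq2, 648 with quality weights and 105 with both libraries left out, and lower genes numbered 656 with quality weights and 141 with both libraries left out. The fits that each left out one library gave from 121 to 571 higher genes and from 118 to 482 lower genes. With no filter, 17328 genes were tested. The share of higher genes among the unadjusted calls was 49.2%, and it was 38.6% with the GC correction and 59.5% with limma on log2(TPM + 1). The cause was not tested. No scaling moved the median log2 fold change of all genes by over 0.02.

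Of the 5 follow-up transcripts, the number lower when adjusted over the list alone was 2, and it was 5 with DESeq2, edgeR's exact test, the GC correction, quality weights and log2(TPM + 1), and 1 with both libraries left out. Leaving out one library gave from 1 to 5. The 4 reported singly kept a negative fold change in all 22 fits, and adjusted over all genes each stayed above 0.05, the lowest value being 0.0514 for Uhmk1. The cause was not tested.

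The replicate number as a block was not used for the main results, since the study's methods name no model. Same-numbered libraries did not all deviate together either. The block is described here, and its fits are included wherever all alternatives are counted. The correlations of deviations from the genotype means were 0.41 for replicate 1, 0.31 for replicate 2 and -0.02 for replicate 3. Between WT and cKO libraries of different number they lay between -0.43 and 0.26. Replicates 1 and 2 lay above that range and replicate 3 within it, so pairing by number is not excluded. With the replicate block, 1 gene was higher and 1 lower at an adjusted p-value under 0.05, 476 were higher and 614 lower at an unadjusted p-value under 0.05, the list alone gave 5 transcripts, 5 gene sets were called, and the log2 fold change of Ybx1 was -2.95 (adjusted p-value 0.0381). With the replicate block and the GC correction together, 2 genes were higher and 1 lower, 359 were higher and 725 lower unadjusted, so that 33.1% were higher, the list alone gave 5 transcripts, 5 gene sets were called, and Ybx1 changed by -2.97 (0.00722). Ybx3 turned to -0.017 in that last fit.

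The number of gene sets with an adjusted camera p-value under 0.05 was 2, and it was 0 with an estimated correlation and 0 with fry. It ranged from 1 to 7 when one library was left out. The direction of several sets changed with single libraries. The S phase set passed in opposite directions by adjusted camera p-value. It was lower without WT replicate 1 (1.29e-05) and without cKO replicate 2 (0.000206), and higher without cKO replicate 1 (0.00150). The median log2 fold change ranged from -0.16 to 0.075 for radial glia, from -0.14 to 0.019 for intermediate progenitors, from -0.18 to 0.011 for cortical neurons, from -0.14 to 0.11 for S phase, from -0.17 to 0.084 for G2/M phase, from -0.15 to 0.050 for ribosomal proteins and from -0.058 to 0.16 for p53 targets. With both libraries left out the medians were 0.016 for radial glia, 0.053 for S phase, 0.017 for ribosomal proteins and -0.11 for p53 targets. The interneuron set stayed under 0.05 in 18 of 20 alternatives, the exceptions being fry and the estimated correlation. All 18 kept the preset inter-gene correlation of 0.01, so they do not test that setting. The call failed in both tests that did not use it. Over all sets and alternatives, 24 values moved past the threshold and 6 moved back from it without a change of direction. These counts leave out 17 values whose direction changed. Direction was taken as the sign of the median, a definition chosen after the first values were seen.

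Among the other named genes, all far from the threshold, directions changed as follows. Across the fits that each left out one library, log2 fold changes ranged from -0.17 to 0.028 for Tbr1, from -0.21 to 0.029 for Bcl11b, from -0.15 to 0.18 for Cdkn1a, from -0.042 to 0.078 for Ybx3, from -0.35 to 0.015 for Mki67, from -0.061 to 0.16 for Pax6, from -0.074 to 0.37 for Ccnd1 and from -0.11 to 0.036 for Ybx2. Ybx3 was at -0.018 with the GC correction and -0.035 with quality weights, where Cdkn1a was at 0.17. With both libraries left out, Ybx2 was at 0.010, Ybx3 at -0.026 and Actb at -0.0023.

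At the depth and dispersion trend of these libraries the simulated test missed 96 of 200 genes changed 1.5-fold. It also missed 35 changed 2-fold and 9 changed 4-fold, so changes of these sizes cannot be excluded for a single gene. In the real libraries Ybx1 did not pass the edgeR test either, at a log2 fold change of -3.00 (adjusted p-value 0.128).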

Other observations

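The tests of one deleted allele, of a mixed library, of library depth, of run-on transcription, of Ybx1 deletion as the source of the keratins, of sex, of the ribosomal protein genes, of Sst and of Dynlt1b were chosen after the results were seen, and all genes named here outside the fixed list were chosen after their values were seen.

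The number of genes with an adjusted p-value under 0.05 here was 0 higher and 0 lower, beside 234 higher and 242 lower at an unadjusted p-value under 0.05. The adjusted counts are lower than those quoted from the study above, and the unadjusted counts are higher. The study's text states no test or threshold for its gene counts. Unlike thresholds may therefore account for both differences.

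Other splits of the 6 libraries were fitted in the same way. For genes with an adjusted p-value under 0.05 the comparison says nothing, because the genotypes gave 0 and all 10 of the 10 splits must give as many. For genes at an unadjusted p-value under 0.05, 5 of the 10 splits gave at least the 476 of the genotypes. The largest count, 2632, came from setting WT replicates 1 and 3 and cKO replicate 1 against the rest. The split between libraries with and without Y-linked counts gave 1533 unadjusted genes and 7 adjusted ones. For gene sets, 10 of the 10 splits gave at least the 2 called sets of the genotypes, and up to 7. For the follow-up transcripts, 2 of the 10 splits gave at least 2 moving one way when adjusted over the list alone. With 10 splits, no share can go below 0.1, so chance cannot be excluded for the unadjusted genes, the sets or the follow-up transcripts.

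The library labelled WT replicate 2 held 528 CPM of Ybx1, which placed it 0.59 of the way from the mean of WT replicates 1 and 3 to the cKO mean. A difference in depth as the cause is argued against, since the effective library size of WT replicate 2 was 1.01 times the mean of the other WT libraries. One deleted Ybx1 allele is a candidate explanation. On the same scale the median position of Tmem269, Cldn19 and Ermap, genes downstream of Ybx1 that rose in cKO, was 0.50 in that library, which is what a single deleted allele might give. The genes had been seen first, so the test leaves the explanation open. Cortex of a cKO embryo mixed into the library cannot be told apart from it. DESeq2 without that library called 4 genes outside the Ybx1 region, which lay on the same scale at -0.17 (Sst), 0.085 (Dynlt1b), 0.26 (Eef2) and 1 (Gm45935), with a median of 0.17. The same test put the median at 0.10 for WT replicate 1 and at 0.86 for WT replicate 3, a library with ordinary Ybx1 counts. The genes were called anew without each library, so the medians rest on different genes. Gad2, Dlx1 and Dlx2, at 0.96, 0.86 and 0.87, were called only without WT replicate 3. Sst and Dynlt1b lay at 0.049 and -0.20 in that library. The test therefore does not part a mixed library from an unmixed one. Over the 50 genes with the lowest p-values in the edgeR fit without the library, the medians were 0.38, 0.48 and 0.54 for WT replicates 1 to 3, which separates nothing either. Sst and Dynlt1b themselves stayed with the other WT libraries.

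Of the 4 tested genes next to Ybx1 on its downstream side in the GRCm38.p6 order, Tmem269 and Cldn19 had log2 fold changes of 2.12 and 1.76 in cKO, with adjusted p-values of 0.99995 in the edgeR test of all 6 libraries. AU022252 changed by 0.14 and P3h1 by -0.53. Chance clustering is argued against, since 22 of 9953 random windows of 4 neighbouring tested genes held at least 2 genes with a log2 fold change over 1. The median over the 4 tested upstream neighbours was 0.017. Transcription running on past the deleted end of Ybx1 may explain a rise on the downstream side alone. The values had been seen before the test, P3h1 went the other way, and Cldn19 lies on the opposite strand, where a rise would need counting without strand, so the explanation stays open.

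Transcripts of skin were found in cKO replicate 3. The summed level of 8 epidermal genes was 324 CPM there and at most 5.09 in the other libraries, and that of 8 dermal genes was 598 against at most 16.8. The most abundant of them were Col3a1 (180 CPM), Col1a2 (143), Krt5 (130) and Col1a1 (128). The sum of 7 skeletal muscle genes was 3.07 against at most 2.37. Skin or other non-neural head tissue in the dissected sample is a candidate explanation. A second list held 22 epidermal and dermal genes, written before the test, of which 15 had not been looked at before. Of these 15, 14 had their highest value in cKO replicate 3, against 15.8% of all tested genes. Loss of Ybx1 as a source is argued against, since the median log2 difference of the tested epidermal and dermal genes from WT was 0.057 in cKO replicates 1 and 2, against 4.95 in cKO replicate 3. Collagen genes are also expressed in meninges, so the share of each tissue stays open. Cortex expresses part of these lists itself, as 3 of the 8 epidermal, 6 of the 8 dermal and 6 of the 15 further genes had over 3 counts in every WT library.

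The second principal component of the 6 libraries held 30.6% of the variance and set WT replicate 1 (score 20.6) and cKO replicate 1 (20.3) against WT replicates 2 and 3 (-14.8 and -11.2) and cKO replicate 2 (-19.2). The first, with 39.1%, set cKO replicate 3 apart. GC content or length as the whole source is argued against. The larger rank correlation of the gene loadings, with GC content, was 0.30, and the component kept 29.9% of the variance and the same separation after a GC correction. A different share of cycling progenitors and neurons is a candidate explanation. In lists written before their values were looked at, 7 neuron genes were higher in WT replicate 1 and cKO replicate 1 by a median of 0.25 on the log2 scale, with 6 of 7 loading on that side, and 8 progenitor genes were lower, with a median of -0.55 and 0 of 8 on that side. A slightly later stage of those embryos could give the same values and was not tested. Sex cannot be told apart from this. The libraries with Y-linked counts all scored above 0, cKO replicate 3 at 4.39, and 6 libraries cannot part sex from stage or from the sequencing batch.

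Rpsa had the lowest log2 fold change of the 79 ribosomal protein genes. An equal fall of all ribosomal protein transcripts is argued against, since the median of the other 78 was -0.041, with quartiles of -0.11 and 0.0053, against -0.37 for Rpsa. The study picked Rpsa partly from these libraries, so its place at the end of the ranking is partly given by that choice. Among 6 elongation factor genes, Eef2 (-0.36) fell about as much as Eef1g (-0.35), while the remaining 4 lay between -0.15 and 0.04. The adjusted p-value of Eef2 was 0.99995 in edgeR's quasi-likelihood test. It passed in 1 of 22 alternatives, DESeq2, at 0.0110, and the values over the alternatives ranged up to 0.99999.

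Sst had the lowest p-value of all genes, with a log2 fold change of 1.15 (standard error 0.11, adjusted p-value 0.0953 in the edgeR test) and 8.88 ± 1.01 CPM in WT against 19.7 ± 0.55 in cKO (SD, n = 3 each). It passed the threshold in 6 of 22 alternatives, which were DESeq2, the exact test, the replicate block, the GC correction, both together, and quality weights, and its adjusted p-values ranged from 4.22e-10 to 0.681. More interneurons, or more ventral forebrain tissue in the dissected samples, could raise it. In a list of 9 further interneuron genes, picked by hand, the median rise was 0.33, with 9 higher, and in a list of 9 ventral forebrain genes it was 0.76, with 9 higher. Of the 15 tested genes of the whole interneuron set, 14 were higher. The genes of the first list had been seen before, and all 9 of them belong to the interneuron set, as do 3 of the ventral genes. Ventral forebrain genes varied within WT, with medians from -0.38 in WT replicate 1 to 0.65 in WT replicate 3 relative to the WT mean, while the cKO libraries lay at 0.51, 1.098 and 0.89. A dissection difference and an effect of Ybx1 on these cells cannot be told apart, because genotype and dissected sample coincide in every library.

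Dynlt1b rose by 0.72 on the log2 scale (adjusted p-value 0.219 in the edgeR test). It passed the threshold in 4 of 22 alternatives, DESeq2, the exact test, the replicate block with the GC correction, and quality weights, with adjusted p-values from 8.87e-07 to 0.99985 over all of them. It lies in a tandem array of Dynlt1 and Tmem181 genes with near-identical copies. Reads moved between the listed copies are argued against, since the summed level of 5 genes of the array was higher in cKO. It was 307 ± 18.1 CPM in cKO and 250 ± 5.99 in WT (SD, n = 3 each), a ratio of 1.23. Every cKO library lay above every WT library, and full separation in either direction is found in 10% of genes by chance. A copy number difference may fit a rise confined to the array, as the median of 8 flanking genes was -0.014. Dynlt1f changed by 0.09 and Tmem181a by 0.27, so the members rose unequally. The Cre transgene is carried by the cKO embryos, which means that an inherited variant linked to it, a copy number difference and an effect of Ybx1 cannot be told apart here.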
